A study of Rattus norvegicus with 63 samples. Its data were reported in "Cross-Platform Toxicogenomics for the Prediction of Non-Genotoxic Hepatocarcinogenesis in Rat" (2014).

How the data were processed

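RNA was measured in livers of male Wistar rats on 63 Affymetrix RAE230A arrays, 1 array per animal. The animals were dosed by gavage with 1 of 15 compounds (3 arrays each, 45 in all) or with vehicle alone (6 control sets of 3 arrays, 18 in all). Per the series description, the arrays of each group are a choice of animals made from a larger dosed group after histopathology, so the replicates are separate animals but not a random draw. The microRNA and protein data of the study were not analysed here.

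The deposited values are log2 expression levels of 15866 probe sets. The authors made CEL files with MAS 5 and then applied RMA from the affy package, which corrects background, normalizes between arrays and gives 1 log2 value per probe set; the package version is not stated. The values ran from 3.96 to 15.11 and the array medians from 7.421 to 7.51, so no further normalization was applied. No value column lacked a sample (0) and no column was identical to another (0). Each array's mean correlation with its own group, across probe sets, lay between 0.9886 and 0.9956.

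Gene symbols came from the annotation supplied for the array. A single symbol was held by 12783 probe sets, several by 312 and none by 2771, which gave 10411 genes. A gene was represented by its probe set with the highest mean over all arrays among those with that 1 symbol, and probe sets with several or no symbol entered the counts but named no gene.

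A linear model with 1 mean for each of the 21 groups was fitted to all 63 arrays with limma 3.58.1 in R 4.3.3 (data.table version 1.17.8), with 42 residual degrees of freedom, a prior worth 4.81 degrees of freedom and a median residual SD of 0.117 log2. Each compound was compared with its own control set, TAA and Mcarb were compared with AA as structural analogs, and control sets of 1 vehicle were compared with each other. P-values were adjusted by Benjamini-Hochberg over all 15866 probe sets, and a probe set was called at an adjusted p under 0.05. The study's own fold criterion of 2.5 was counted in addition.

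For the class contrasts the unit was the compound. The mean log2 fold changes of the 15 compounds against their control sets were compared between classes with limma: 8 non-genotoxic carcinogens (NGC), 2 genotoxic carcinogens (GC) and 2 non-carcinogens (NC), with all 10 carcinogens together as C. CPA, TAA and Wy, whose class was left undefined in the study, entered no class contrast. Single genes and list scores were also compared by exact two-sided permutation tests over compounds.

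A total of 29 gene lists (19 pathway lists and 10 lists of cell-type markers and housekeeping genes) were written before the data were examined, together with the comparisons, the tests, the rule for naming genes and all but 7 of the alternatives. The pathway lists covered the p53 and DNA damage response, the response to the nuclear receptors CAR and PXR, PPARalpha targets and fatty acid oxidation, the NRF2 and glutathione response, the AHR response, the cell cycle, cholesterol synthesis, fatty acid synthesis, bile acids, ER stress, heat shock, acute phase proteins, the interferon response, male-predominant and female-predominant liver genes, amino acid catabolism, methionine metabolism, pericentral genes and immediate early genes. The marker lists covered hepatocytes, biliary and oval cells, stellate cells and matrix, macrophages, lymphocytes, neutrophils, endothelium, erythroid cells, pancreatic acini and RNA quality with housekeeping. The study's 3 mRNA signatures as its supplement lists them (23, 25 and 25 probe sets, the first not the size its text gives) were tested as well; they were chosen by the study on these arrays. Lists were tested against all other genes with camera at its preset correlation of 0.01, adjusted over the lists, and again with the correlation estimated from the data.

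The genes named are, per compound, the 6 highest and 6 lowest called genes with all 3 treated animals on the same side of all 3 controls. For each analog contrast they are the 8 highest and 8 lowest, and for each class contrast the 10 with the largest change among those called, or the 10 with the lowest raw p where fewer were called. Up to 4 members are named per list that passed. The 17 genes that the paper discusses by name were added; 16 were measured, and Gsta5 has no probe set with that symbol here.

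A linear support vector machine with recursive feature elimination was trained in scikit-learn 1.9.0 (Python 3.11.15, numpy 2.4.6, pandas 2.3.3) on log2 fold changes of single animals against the mean of their control set, with C of 1, balanced class weights and 20% of the probe sets dropped per step until 25 were left. All animals of 1 compound of each class were left out together for every pair, and the area under the curve (AUC) was taken over left-out pairs. Its exact one-sided p came from all assignments of compounds to the classes. Figures were drawn with matplotlib 3.10.9.

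The procedures were tested on simulated data with 200 of 15866 probe sets changed, in 5 simulations. For DMN against its control set, 86.2% of the probe sets changed 1.5-fold and 100% of those changed 2.5-fold were called, 6.71% of the calls were false and 0 other lists were called by camera. For NGC against GC, 86.2% of the probe sets shifted by 1 log2 and 99.6% of those shifted by 3 log2 were called, and 5.4% of the calls were false. For the classifier of NGC against GC, simulated data with no class difference gave an AUC of 0.488 when whole compounds were left out and 1.0 when single animals were left out.

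The alternatives were a filter on dim probe sets, other normalizations, fits on the compared arrays alone, limma with trend and robust set, controls pooled by vehicle, array weights, the fold criterion, leaving out each array or compound, replicate number as a block, other units of replication and class membership, no subtraction of controls, other numbers of probe sets in the classifier, an estimated correlation and the mean over all probe sets of a gene in the list tests.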

Results

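The data are liver expression profiles of 63 male rats. The study asked whether short dosing already separates carcinogens from non-carcinogens, and genotoxic from non-genotoxic ones. The compounds fell into 8 NGC, which were acetamide (AA), diethylstilbestrol (DES), dehydroepiandrosterone (DHEA), ethionine (ETH), methylcarbamate (Mcarb), methapyrilene (MPy), phenobarbital (PB) and piperonylbutoxide (PBO), the 2 GC dimethylnitrosamine (DMN) and C.I. Direct Black (CIDB), and the 2 NC cefuroxime (CFX) and nifedipine (Nif). Cyproterone acetate (CPA), thioacetamide (TAA) and Wy-14643 (Wy) had no assigned class. Control sets 1, 2, 5 and 6 received methylcellulose and sets 3 and 4 corn oil by the labels. For all compounds compared with methylcellulose sets the paper's methods name carboxymethyl cellulose (its table only for some), so a difference in vehicle is not ruled out. AA, DHEA, Mcarb, MPy, TAA and Wy shared set 1, CFX and Nif set 2, CIDB and DMN set 3, and DES, ETH and PBO set 5, while CPA alone used set 4 and PB alone set 6. By the labels the controls of DES, PBO and Wy (3 days) and of MPy and TAA (7 days) were dosed for 14 days. The study describes controls matched in time, so it is uncertain whether these contrasts hold a difference in days. Counts of members over the list alone were adjusted within that list. Fold changes are on the log2 scale with ± SE from limma and n = 3 against 3, and every compound-specific gene named as highest or lowest had all 3 treated animals on the same side of all 3 controls. An exact test of 3 against 3 animals cannot go below p = 0.1, so calls rest on the model across all probe sets.

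The response ranged from 1 called probe set for CFX to 3728 for ETH (1858 up, 1870 down). DHEA gave 2804 calls (1476 up, 1328 down), DES 2457 (1074 up, 1383 down), PBO 2299 (1116 up, 1183 down), CIDB 2203 (1291 up, 912 down) and Wy 2054 (1031 up, 1023 down). Nif gave 1342 (600 up, 742 down), CPA 1245 (494 up, 751 down), TAA 1015 (499 up, 516 down) and MPy 1002 (520 up, 482 down). AA gave 739 (434 up, 305 down), DMN 513 (367 up, 146 down), PB 214 (153 up, 61 down) and Mcarb 169 (124 up, 45 down). Changes beyond 2.5-fold were fewer, from 0 for CFX and 7 for AA to 156 for ETH. Fits on the 6 compared arrays alone called 2282 for ETH, 324 for AA, 51 for PB, 25 for Mcarb and 0 for CFX. Array weights called 4506 for CIDB and 3510 for DMN, and controls pooled by vehicle 1439 for Mcarb and 919 for PB, so the order of the compounds depends on the fit. With 1 array left out the counts ran from 273 to 780 for DMN, 88 to 540 for PB and 42 to 339 for Mcarb.

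Control animals set the background for these counts. Between methylcellulose sets, 145 probe sets differed for 1 against 2 (68 up, 77 down), 339 for 1 against 5 (139 up, 200 down), 1232 for 1 against 6 (722 up, 510 down), 431 for 2 against 5 (230 up, 201 down), 309 for 2 against 6 (201 up, 108 down) and 1621 for 5 against 6 (999 up, 622 down). The corn oil sets 3 and 4, of 7 and 14 days, differed by 74 (31 up, 43 down). Stellate and matrix markers were higher in set 1 than in set 2, with 6 of 21 called, a median of 0.27 (adjusted p = 5.49e-10, adjusted p = 0.0441 with an estimated correlation). They were also higher in set 1 than in sets 5 and 6 (4 and 5 called, adjusted p = 2.52e-07 and 3.38e-05, adjusted p = 0.168 and 0.531 with an estimated correlation). Macrophage markers were higher in set 1 than in set 2 by a median of 0.58 with 0 of 12 called by limma (adjusted p = 1.48e-05 by camera, adjusted p = 0.469 with an estimated correlation). They were also higher in set 1 than in set 5 by a median of 0.49 (adjusted p = 2.31e-05, adjusted p = 0.343 with an estimated correlation). They were lower in set 2 than in set 6, in set 5 than in set 6 and in set 3 than in set 4 by medians of −0.42, −0.37 and −0.52 (adjusted p = 0.0205, 0.0303 and 3.6e-05, adjusted p = 0.716, 0.938 and 0.563 with an estimated correlation). Endothelial markers were higher in set 1 than in set 5 with 2 of 8 called (adjusted p = 0.00617, adjusted p = 0.343 with an estimated correlation), and lymphocyte markers were lower in set 5 than in set 6 with 0 of 16 called by limma (adjusted p = 0.0303, adjusted p = 0.875 with an estimated correlation). Some pathway lists that passed in compounds passed between vehicle sets as well. PPARalpha targets were higher in sets 1, 2 and 5 than in set 6, with 2, 1 and 8 of 37 called (adjusted p = 0.0317, 0.0446 and 0.0139, adjusted p = 0.916, 0.716 and 0.938 with an estimated correlation). The NRF2 list was higher in set 2 than in set 5 with 3 of 28 called (adjusted p = 0.0201, adjusted p = 0.972 with an estimated correlation). Set 2 was higher than set 6 in the CAR and PXR list with 1 of 21 called, and in bile acid genes and amino acid catabolism with 0 of 20 and 0 of 28 called by limma (adjusted p = 0.0231, 0.0396 and 0.0231, adjusted p = 0.331, 0.331 and 0.716 with an estimated correlation). Set 3 was higher than set 4 in the cell cycle with 1 of 38 called, and lower in cholesterol synthesis, acute phase proteins and amino acid catabolism with 0 called by limma (adjusted p = 2.23e-05, 0.00202, 0.00202 and 0.0108, adjusted p = 0.853, 0.853, 0.563 and 0.853 with an estimated correlation). Of 203 such list tests 21 passed and 1 held with an estimated correlation. With 1 array left out the counts of probe sets fell to as low as 13, 53, 362, 145, 72 and 887 for the methylcellulose pairs in that order and 11 for corn oil, and that for 1 against 5 rose to as many as 833.

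CIDB, an azo dye given at 146 mg/kg/day for 7 days, was compared with its controls to ask what a genotoxic carcinogen changes. Gsta3, a glutathione transferase, rose by 4.36 ± 0.46, Cdkn1a by 3.96 ± 0.26 and Aldh1a1 by 3.75 ± 0.46. Ifrd1 rose by 3.72 ± 0.26, Mdm2 by 3.43 ± 0.17 and Ccng1 by 3.31 ± 0.15. Cdkn1a, Mdm2 and Ccng1 are transcriptional targets of p53, and the p53 list rose with 8 of 13 members up and 2 down (9 and 2 over the list alone, adjusted p = 3.56e-13, adjusted p = 4.99e-06 with an estimated correlation). Mgmt, which repairs alkylated guanine, rose by 2.12 ± 0.30. The CAR and PXR list rose with 9 of 21 members up, among them Ces2c by 3.21 ± 0.20 and Ugt2b1 by 1.40 ± 0.30 (9 over the list alone, adjusted p = 2.33e-07, adjusted p = 0.000729 with an estimated correlation). Cyp1a1 rose by 1.78 ± 0.46 in the AHR list of 7 (2 over the list alone, adjusted p = 0.0216, adjusted p = 0.17 with an estimated correlation). Hemoglobin transcripts went down, with Hbb at −4.91 ± 0.27 and Hba-a3 at −2.76 ± 0.21, as did the heme synthesis gene Alas2 at −2.77 ± 0.29. All 4 erythroid markers fell (4 over the list alone, adjusted p = 4.35e-08, adjusted p = 0.00604 with an estimated correlation). Scd fell by 3.46 ± 0.67, Fads1 by 2.22 ± 0.23 and Thrsp by 2.01 ± 0.41 in the fatty acid synthesis list, in which 8 of 18 fell (9 over the list alone, adjusted p = 8.76e-08, adjusted p = 0.107 with an estimated correlation). Nrep fell by 2.75 ± 0.39 and Apoa4 by 2.5 ± 0.44. In methionine metabolism Cbs fell by 1.39 ± 0.13 and Shmt2 by 1.27 ± 0.08, with 5 of 18 down and 2 up (3 up and 6 down over the list alone, adjusted p = 0.0216, adjusted p = 0.135 with an estimated correlation). In the macrophage list 6 of 12 were up and 1 down, with Gpnmb at 0.97 ± 0.32 and Cd68 at 0.93 ± 0.23 (6 up and 1 down over the list alone, adjusted p = 0.00862, adjusted p = 0.45 with an estimated correlation). Biliary and oval cell markers were up in 4 of 13 (4 over the list alone, adjusted p = 0.0191, adjusted p = 0.107 with an estimated correlation).

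DMN, an alkylating nitrosamine given at 4 mg/kg/day for 7 days, put the same question to the other GC. RT1-Bb, a class II antigen gene, rose by 3.05 ± 0.57, Aldh1a1 by 2.49 ± 0.46 and Gbp2 by 2.47 ± 0.17. Cdkn1a rose by 2.33 ± 0.26, Cyp2c12 by 2.08 ± 0.42 and Ccng1 by 2.06 ± 0.15. In the p53 list 5 of 13 rose, with Mdm2 up by 1.57 ± 0.17 and Mgmt by 1.53 ± 0.30 (6 up and 1 down over the list alone, adjusted p = 8.4e-10, adjusted p = 0.0001 with an estimated correlation). Interferon and antigen processing genes rose, 11 of 25 and 15 over the list alone, with Cxcl9 up by 2.02 ± 0.25 and Psmb9 by 1.75 ± 0.27 (adjusted p = 4.58e-20, adjusted p = 0.00227 with an estimated correlation). The NRF2 list rose with 8 of 28 up, among them Akr7a3 by 1.59 ± 0.26 (10 over the list alone, adjusted p = 5.17e-09, adjusted p = 0.0108 with an estimated correlation). Genes expressed around the central vein went down, with Oat at −3.16 ± 0.37, Cyp1a2 at −1.30 ± 0.29 and Glul at −0.87 ± 0.19. This pericentral list fell in 6 of 11 members, 8 over the list alone (adjusted p = 2.32e-11, adjusted p = 0.0001 with an estimated correlation). Inmt fell by 2.72 ± 0.54, Cyp3a9 by 2.19 ± 0.38, Akr1c1 by 2.16 ± 0.37, Obp3 by 1.80 ± 0.48 and Igfbp3 by 1.55 ± 0.21. Macrophage markers were up in 5 of 12 and down in 1, with Gpnmb at 1.78 ± 0.32, Lgals3 at 1.65 ± 0.22 and Lyz2 at 1.37 ± 0.30 (7 up and 1 down over the list alone, adjusted p = 2.12e-06, adjusted p = 0.127 with an estimated correlation). Endothelial markers were down in 1 of 8 and erythroid markers in 0 of 4 by limma (1 and 3 over the list alone, adjusted p = 0.0162 for each by camera, adjusted p = 0.278 and 0.293 with an estimated correlation). Housekeeping genes themselves were up by a median of 0.15 with 1 of 10 called (1 over the list alone, adjusted p = 0.0142, adjusted p = 0.063 with an estimated correlation).

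AA was given at 3000 mg/kg/day for 14 days, and its contrast and those of the 7 other NGC ask what non-genotoxic carcinogens change. Usp18 rose by 2.27 ± 0.22 (adjusted p = 1.13e-09 in limma), Oas1a by 2.22 ± 0.31, Irf7 by 1.61 ± 0.19 and Rsad2 by 1.49 ± 0.21, all of them genes induced by interferon. Aldh1a1 rose by 1.81 ± 0.46 and Sqle, an enzyme of cholesterol synthesis, by 1.25 ± 0.26. The interferon list was higher with 6 of 25 up, 11 over the list alone (adjusted p = 2.2e-09, adjusted p = 0.257 with an estimated correlation). Cholesterol synthesis had 3 of 18 up, 9 over the list alone (adjusted p = 0.000216, adjusted p = 0.894 with an estimated correlation). Pklr, the liver pyruvate kinase, fell by 1.15 ± 0.26, Akap8l by 1.10 ± 0.17 and Nrbp2 by 0.92 ± 0.16. LOC100912167 fell by 0.81 ± 0.14, Ccnl2 by 0.80 ± 0.15 and Thumpd1 by 0.79 ± 0.20. The pericentral list was up with Tbx3 at 0.53 ± 0.09 and Cyp2e1 at 0.48 ± 0.13, 2 of 11 called (2 over the list alone, adjusted p = 0.0342, adjusted p = 0.528 with an estimated correlation). Endothelial markers had a median of −0.21 with 1 of 8 down (2 over the list alone, adjusted p = 0.0444, adjusted p = 0.639 with an estimated correlation).

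Mcarb, given at 400 mg/kg/day for 14 days, raised interferon-induced genes as well. Oas1a rose by 2.62 ± 0.31, Usp18 by 2.43 ± 0.22 and Mx2 by 2.14 ± 0.50. Irf7 rose by 2.13 ± 0.19, Rsad2 by 1.97 ± 0.21 and Lgals3bp by 1.62 ± 0.22. The interferon list rose with 15 of 25 up, 18 over the list alone (adjusted p = 5.42e-46, adjusted p = 7.75e-06 with an estimated correlation). Cell cycle genes had a median of 0.40 with 1 of 38 up and 25 over the list alone, and Cdkn3 stood at 1.65 ± 0.49 (adjusted p = 1.76e-21, adjusted p = 0.122 with an estimated correlation). Macrophage markers had a median of 0.66 with Gpnmb at 1.52 ± 0.32 and 2 of 12 called (9 over the list alone, adjusted p = 1.71e-07, adjusted p = 0.122 with an estimated correlation). The medians were −0.1 for stellate and matrix markers and −0.42 for erythroid markers, with 0 of 21 and 0 of 4 called by limma (0 and 0 over the list alone, adjusted p = 0.0288 and 0.0401 by camera, adjusted p = 0.427 and 0.357 with an estimated correlation). With controls pooled the stellate markers turned upward (adjusted p = 0.0335), and control set 1 was high in them. The p53 list had Mdm2 at 0.81 ± 0.17 and Ccng1 at 0.58 ± 0.15 as its 2 called members (3 up and 1 down over the list alone, adjusted p = 0.0341, adjusted p = 0.221 with an estimated correlation). Abcc9, a subunit of potassium channels, fell by 1.51 ± 0.34, Pklr by 1.08 ± 0.26 and Mtmr7 by 1.00 ± 0.23. Ltc4s fell by 0.99 ± 0.26, Synrg by 0.88 ± 0.22 and Nox4 by 0.85 ± 0.20.

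DES, a synthetic estrogen given at 10 mg/kg/day for 3 days, shifted the sex-dependent program of these male livers. Rbp7 rose by 4.97 ± 0.12 (31.3-fold), Akr1b7 by 4.23 ± 0.59 and Gsta3 by 3.67 ± 0.46. Cited4 rose by 3.30 ± 0.10, Sult2a6 by 3.29 ± 0.39 and S100g by 3.18 ± 0.12. Female-predominant genes rose in 6 of 10 with 1 down, and Cyp2c12 went up by 2.47 ± 0.42, the prolactin receptor Prlr by 2.45 ± 0.44 and Cux2 by 1.27 ± 0.11 (6 up and 2 down over the list alone, adjusted p = 8.12e-05, adjusted p = 0.0151 with an estimated correlation). Male-predominant genes were down in 7 of 11, with Car3 at −1.72 ± 0.16 and Cyp2c11 at −1.28 ± 0.14 (8 over the list alone, adjusted p = 5.4e-06, adjusted p = 0.0552 with an estimated correlation). Bile acid genes fell in 8 of 20 with 2 up, led by Cyp8b1 at −3.69 ± 0.42, while Nr0b2, a repressor of bile acid synthesis, rose by 1.98 ± 0.64 (2 up and 12 down over the list alone, adjusted p = 4.47e-05, adjusted p = 0.0151 with an estimated correlation). Cholesterol synthesis was down in 13 of 18, with Sqle at −1.58 ± 0.26 and Msmo1 at −1.52 ± 0.25 (16 over the list alone, adjusted p = 4.43e-11, adjusted p = 0.115 with an estimated correlation). Cell cycle genes were up in 12 of 38, with Cdkn3 at 2.11 ± 0.49 and Ccnb2 at 1.63 ± 0.38 (17 over the list alone, adjusted p = 1.79e-05, adjusted p = 0.562 with an estimated correlation). Ust5r fell by 3.24 ± 0.18, Marveld1 by 3.00 ± 0.28, Sgk1 by 2.62 ± 0.47, Apoa4 by 2.38 ± 0.44 and the vitamin C synthesis gene Gulo by 2.38 ± 0.14. Pericentral genes were down in 5 of 11, with Rgn at −1.47 ± 0.14 (7 over the list alone, adjusted p = 0.000587, adjusted p = 0.0653 with an estimated correlation). Of 21 stellate and matrix markers 5 were up and 1 down (7 up and 1 down over the list alone, adjusted p = 0.00657, adjusted p = 0.418 with an estimated correlation).

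DHEA, a steroid that acts as a peroxisome proliferator in rats, was given at 600 mg/kg/day for 14 days. Acot1, a thioesterase under PPARalpha, rose by 7.16 ± 0.24 (143-fold), Vnn1 by 4.60 ± 0.32 and the histamine-forming enzyme Hdc by 4.28 ± 0.16. Acot2 rose by 3.93 ± 0.27, Aldh1a1 by 3.91 ± 0.46 and Aig1 by 3.61 ± 0.14. Of 37 PPARalpha and fatty acid oxidation genes, 34 rose and 1 fell, by a mean of 1.79 (34 up and 1 down over the list alone, adjusted p = 1.72e-60, adjusted p = 6.97e-06 with an estimated correlation). Me1 rose by 3.36 ± 0.28 and Elovl6 by 2.12 ± 0.26 in the fatty acid synthesis list (5 of 18 up, 2 down, adjusted p = 0.002, adjusted p = 0.401 with an estimated correlation). Apoa4 fell by 3.91 ± 0.44, Obp3 by 2.56 ± 0.48 and Marveld1 by 1.97 ± 0.28. Hsd11b1 fell by 1.83 ± 0.21, Hao2 by 1.83 ± 0.29 and Pklr by 1.82 ± 0.26. Acute phase proteins fell in 11 of 19 (13 over the list alone, adjusted p = 7.08e-07, adjusted p = 0.0335 with an estimated correlation). Hepatocyte markers fell in 9 of 14 with 1 up (2 up and 10 down over the list alone, adjusted p = 2.88e-05, adjusted p = 0.0405 with an estimated correlation), among them Apoa1 by 0.66 ± 0.12. Stellate and matrix markers fell in 11 of 21, with Col3a1 at −1.18 ± 0.15 (14 over the list alone, adjusted p = 1.25e-08, adjusted p = 0.0335 with an estimated correlation). Macrophage markers were down in 8 of 12 with Clec4f at −1.15 ± 0.27 (9 over the list alone, adjusted p = 8.86e-05, adjusted p = 0.206 with an estimated correlation). Endothelial markers were down in 5 of 8 (5 over the list alone, adjusted p = 0.000388, adjusted p = 0.059 with an estimated correlation). Its control set 1 was itself higher in stellate and macrophage markers than sets 2 and 5 and in endothelial markers than set 5. The count of 2804 became 1868 without DHEA animal 3.

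ETH, the ethyl analog of methionine, was given at 200 mg/kg/day for 14 days. A2m, the rat acute phase macroglobulin, rose by 5.00 ± 0.31 (32-fold), Angptl8 by 4.65 ± 0.46 and Gsta3 by 4.61 ± 0.46. Aldh1a1 rose by 4.36 ± 0.46, Egr1 by 3.6 ± 0.40 and Gadd45g by 3.25 ± 0.62. Cyp3a9 fell by 3.91 ± 0.38, Obp3 by 3.6 ± 0.48 and Oplah by 2.93 ± 0.19. Slc27a5 fell by 2.85 ± 0.27, Ftcd by 2.55 ± 0.10 and Inmt by 2.42 ± 0.54. Cholesterol synthesis was up in 12 of 18, with Idi1 at 2.45 ± 0.32, Sqle at 2.41 ± 0.26 and Msmo1 at 2.13 ± 0.25 (12 over the list alone, adjusted p = 1.09e-09, adjusted p = 0.265 with an estimated correlation). Interferon genes were up in 16 of 25, with Irf7 at 2.70 ± 0.19 and Mx2 at 2.28 ± 0.50 (18 over the list alone, adjusted p = 1.44e-09, adjusted p = 0.265 with an estimated correlation). Macrophage markers were up in 10 of 12 and down in 1, with Lyz2 at 2.27 ± 0.30 (10 up and 1 down over the list alone, adjusted p = 1.81e-05, adjusted p = 0.265 with an estimated correlation). The biliary marker Krt19 rose by 1.90 ± 0.27 and Cdh17 by 1.95 ± 0.67, with 5 of 13 biliary and oval cell markers up (5 over the list alone, adjusted p = 0.0241, adjusted p = 0.265 with an estimated correlation). In amino acid catabolism 13 of 28 were down and 5 up, with Sardh, which makes glycine from sarcosine, at −2.31 ± 0.23 (6 up and 15 down over the list alone, adjusted p = 0.000331, adjusted p = 0.445 with an estimated correlation).

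MPy, a hepatotoxic antihistamine given at 60 mg/kg/day for 7 days, raised genes of the ER stress and ATF4 response. Gsta3 rose by 3.88 ± 0.46, the secreted factor Fgf21 by 3.80 ± 0.32 and Igfbp1 by 3.31 ± 0.48. Aldh1a1 rose by 2.80 ± 0.46, Egr1 by 2.66 ± 0.40 and Cyp4b1 by 2.55 ± 0.17. Trib3 rose by 2.39 ± 0.19, Ddit4 by 2.12 ± 0.35 and Asns by 1.60 ± 0.19, and the ER stress list had 10 of 26 up and 3 down (11 up and 5 down over the list alone, adjusted p = 2.63e-05, adjusted p = 0.157 with an estimated correlation). Cell cycle genes were up in 12 of 38, 27 over the list alone, with Cdkn3 at 1.86 ± 0.49 and Stmn1 at 1.34 ± 0.35 (adjusted p = 1.16e-14, adjusted p = 0.168 with an estimated correlation). Myc rose by 1.29 ± 0.36 among 4 of 16 immediate early genes (5 up and 1 down over the list alone, adjusted p = 0.000548, adjusted p = 0.0873 with an estimated correlation). The lipid genes Scd and Apoa4 fell by 2.37 ± 0.67 and 2.32 ± 0.44 and Pklr by 1.55 ± 0.26. Sds fell by 1.48 ± 0.39, Spink1l by 1.39 ± 0.22 and Abcc9 by 1.34 ± 0.34. The count of 1002 became 652 without MPy animal 2.

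PB, the classical activator of the nuclear receptor CAR, was given for 14 days at a dose the labels do not state. Aldh1a1 rose by 4.32 ± 0.46 (20-fold), the carboxylesterase Ces2c by 3.75 ± 0.20 and Gsta3 by 2.71 ± 0.46. The transporter Abcc3 rose by 2.48 ± 0.21, Ugt2b1 by 2.04 ± 0.30 and App by 1.69 ± 0.12. The CAR and PXR list rose in 11 of 21, 12 over the list alone (adjusted p = 2.11e-21, adjusted p = 1.38e-08 with an estimated correlation). The NRF2 list rose in 7 of 28 with Ephx1 at 1.18 ± 0.14 (10 up and 1 down over the list alone, adjusted p = 1.29e-08, adjusted p = 0.0254 with an estimated correlation). Idi1 and Sqle of cholesterol synthesis rose by 1.41 ± 0.32 and 1.13 ± 0.26, and 7 of 18 members were up (10 over the list alone, adjusted p = 3.93e-14, adjusted p = 0.0944 with an estimated correlation). Fabp5 fell by 2.11 ± 0.39, Cyp2c12 by 1.68 ± 0.42 and Il33 by 1.18 ± 0.25. Pklr fell by 1.09 ± 0.26, Mtmr7 by 1.06 ± 0.23 and Dmxl2 by 1.05 ± 0.24. Macrophage markers had a median of −0.43 with 0 of 12 called by limma (1 up over the list alone, adjusted p = 0.00398 by camera, adjusted p = 0.573 with an estimated correlation), and they were higher in its control set 6 than in sets 2 and 5. Lymphocyte markers lay lower by a median of −0.06 with 0 of 16 called by limma (0 over the list alone, adjusted p = 0.0397 by camera, adjusted p = 0.573 with an estimated correlation).

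PBO, an insecticide synergist that acts on cytochromes P450, was given at 1200 mg/kg/day for 3 days. Gsta3 rose by 4.99 ± 0.46 (31.7-fold), Aldh1a1 by 4.53 ± 0.46 and Ces2c by 3.56 ± 0.20. Abcc3 rose by 3.49 ± 0.21, Sult2a6 by 2.81 ± 0.39 and Cyp2c12 by 2.76 ± 0.42. The NRF2 and glutathione list rose in 21 of 28, with Akr7a3 up by 2.68 ± 0.26, Gpx2 by 2.48 ± 0.53 and the glutathione reductase Gsr by 1.86 ± 0.13 (24 over the list alone, adjusted p = 3.35e-30, adjusted p = 2.46e-06 with an estimated correlation). The CAR and PXR list rose in 11 of 21 with Ephx1 up by 1.82 ± 0.14 (11 up and 1 down over the list alone, adjusted p = 5.64e-13, adjusted p = 3.63e-06 with an estimated correlation). Amino acid catabolism fell in 19 of 28 members, with Prodh down by 1.85 ± 0.19 and Hal by 1.59 ± 0.21 (1 up and 20 down over the list alone, adjusted p = 4.31e-15, adjusted p = 0.0196 with an estimated correlation). Hepatocyte markers had a median of −0.12 with 5 of 14 down and 2 up (2 up and 8 down over the list alone, adjusted p = 0.0453, adjusted p = 0.397 with an estimated correlation). PPARalpha targets were up in 19 of 37 with Vnn1 at 2.64 ± 0.32 (23 over the list alone, adjusted p = 1.53e-12, adjusted p = 0.0662 with an estimated correlation). Scd fell by 2.94 ± 0.67, Oat by 2.87 ± 0.37 and the methionine enzyme Bhmt by 2.65 ± 0.27. Sgk1 fell by 2.61 ± 0.47, Slc6a6 by 2.56 ± 0.47 and Sds by 2.32 ± 0.39.

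CFX, a cephalosporin antibiotic given at 250 mg/kg/day for 14 days, was compared with its controls to ask what a non-carcinogen changes. A single probe set was called up and 0 down by limma, against 552 with an unadjusted p under 0.05. Of the fatty acid synthesis genes, which had a median of 0.20 with 0 of 18 called, Pnpla3 stood at 0.87 ± 0.28 and Me1 at 0.72 ± 0.28 (0 over the list alone, adjusted p = 0.000184 by camera, adjusted p = 0.847 with an estimated correlation). Of the cholesterol synthesis genes, with a median of 0.16 and 0 of 18 called, Insig1 stood at 0.50 ± 0.41 and Idi1 at 0.34 ± 0.32 (0 over the list alone, adjusted p = 0.000836, adjusted p = 0.847 with an estimated correlation). The count became 0 without CFX animal 1 or 2 or replicate 1 or 3 of set 2.

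Nif, a calcium channel blocker given at 3 mg/kg/day for 14 days, was the other NC. The acyl-CoA dehydrogenase Acadsb fell by 2.00 ± 0.21, the hepatocyte transcription factor Cebpa by 1.69 ± 0.16 and Mug1 by 1.66 ± 0.19. Ppp1r3b fell by 1.42 ± 0.20, Hnf4a by 1.23 ± 0.12 and Gpam by 1.14 ± 0.14. Egr1 rose by 1.32 ± 0.40, Abcc9 by 1.07 ± 0.34 and Egf by 1.00 ± 0.20. Ifitm1 rose by 0.92 ± 0.26, Ebag9 by 0.87 ± 0.21 and Mest by 0.85 ± 0.20. The 1342 changes had a median size of 0.40, as those of AA did, and 18 lay beyond 2.5-fold (1 up, 17 down). Stellate and matrix markers were up in 5 of 21, 8 over the list alone, with Lrat at 0.78 ± 0.20 and Col3a1 at 0.72 ± 0.15 (adjusted p = 2.17e-05, adjusted p = 0.477 with an estimated correlation). This was the 1 of 29 lists that passed, against control set 2, which was lower in it than set 1 (adjusted p = 0.0148 with controls pooled). With all methylcellulose control arrays in place of set 2, Abcc9 stood at 0.30 and was no longer called. The count became 754 without replicate 1 of set 2 and 631 without Nif animal 2.

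CPA, a steroidal antiandrogen that activates PXR in rats, was given at 100 mg/kg/day for 14 days, and like TAA and Wy it raises the question which class an undefined compound resembles. Gsta3 rose by 4.35 ± 0.46 (20.4-fold), Ces2c by 3.2 ± 0.20 and Sult2a2 by 3.16 ± 0.45. Aldh1a1 rose by 3.00 ± 0.46, Abcc3 by 2.97 ± 0.21 and Akr7a3 by 2.79 ± 0.26. The CAR and PXR list rose in 12 of 21, with the transporter Slco1a4 up by 1.66 ± 0.17 (13 over the list alone, adjusted p = 7.59e-16, adjusted p = 5.53e-07 with an estimated correlation). The NRF2 list rose in 13 of 28, with Gstm3 up by 1.66 ± 0.34 and Gsr by 1.53 ± 0.13 (16 up and 1 down over the list alone, adjusted p = 8.41e-14, adjusted p = 0.00141 with an estimated correlation). Nrep fell by 2.92 ± 0.39, Crot by 2.37 ± 0.26 and Fabp5 by 2.01 ± 0.39. Slc6a6 fell by 1.97 ± 0.47, Fabp7 by 1.80 ± 0.32 and Sgk1 by 1.76 ± 0.47. Stellate and matrix markers fell in 11 of 21 with 1 up, and Col3a1 fell by 1.59 ± 0.15, Vim by 1.07 ± 0.19 and Col1a2 by 1.00 ± 0.20 (1 up and 12 down over the list alone, adjusted p = 5.63e-13, adjusted p = 0.00451 with an estimated correlation). Macrophage markers were down in 7 of 12 with Csf1r at −1.03 ± 0.19 (2 up and 8 down over the list alone, adjusted p = 7.96e-05, adjusted p = 0.193 with an estimated correlation). Hepatocyte markers were down in 3 of 14, endothelial markers in 3 of 8 and erythroid markers in 2 of 4 (5, 4 and 3 over the list alone, adjusted p = 0.00313, 0.00128 and 0.0278, adjusted p = 0.178, 0.123 and 0.298 with an estimated correlation). Cholesterol synthesis was up in 11 of 18 with Idi1 at 1.31 ± 0.32 (11 over the list alone, adjusted p = 9.49e-08, adjusted p = 0.193 with an estimated correlation).

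TAA, a hepatotoxin given at 19.2 mg/kg/day for 7 days, raised detoxication genes. Aldh1a1 rose by 3.32 ± 0.46, Cyp2c12 by 3.14 ± 0.42 and Gsta3 by 3.09 ± 0.46. The aflatoxin aldehyde reductase Akr7a3 rose by 2.31 ± 0.26, Gstm3 by 1.88 ± 0.34 and Akr1b7 by 1.85 ± 0.59. The NRF2 list rose in 12 of 28, 16 over the list alone (adjusted p = 3.1e-15, adjusted p = 0.0012 with an estimated correlation). The p53 targets Ccng1 and Mdm2 rose by 1.39 ± 0.15 and 1.02 ± 0.17 as the 2 called members of their list (4 up and 1 down over the list alone, adjusted p = 0.0209, adjusted p = 0.16 with an estimated correlation). Inmt fell by 3.49 ± 0.54, Oat by 2.61 ± 0.37 and Obp3 by 2.58 ± 0.48. Ces1d fell by 1.79 ± 0.19, Akr1c1 by 1.39 ± 0.37 and Abcc9 by 1.31 ± 0.34. Female-predominant genes had a median of 0.18 with 1 of 10 up (1 over the list alone, adjusted p = 0.0087, adjusted p = 0.099 with an estimated correlation), and male-predominant genes were down in 3 of 11 (4 over the list alone, adjusted p = 2.87e-05, adjusted p = 0.099 with an estimated correlation). Of 21 stellate and matrix markers 3 were down (5 over the list alone, adjusted p = 0.0118, adjusted p = 0.423 with an estimated correlation). They turned upward with controls pooled (adjusted p = 0.366), and control set 1 was high in them. Housekeeping genes were up in 2 of 10 (3 over the list alone, adjusted p = 0.0275, adjusted p = 0.16 with an estimated correlation).

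Wy, a PPARalpha agonist, was given at 60 mg/kg/day for 3 days. Acot1 rose by 7.41 ± 0.24 (170-fold), Vnn1 by 4.63 ± 0.32 and Aldh1a1 by 3.84 ± 0.46. Hdc rose by 3.70 ± 0.16, Aig1 by 3.69 ± 0.14 and Acot2 by 3.61 ± 0.27. Of 37 PPARalpha and fatty acid oxidation genes 34 rose and 1 fell, by a mean of 1.80, with the carnitine acetyltransferase Crat up by 3.06 ± 0.22 (34 up and 1 down over the list alone, adjusted p = 2.35e-76, adjusted p = 5.42e-07 with an estimated correlation). Cell cycle genes were up in 28 of 38, with Cdkn3 at 2.82 ± 0.49, Ccnb2 at 2.43 ± 0.38 and Ccnb1 at 2.20 ± 0.30 (32 over the list alone, adjusted p = 2.08e-26, adjusted p = 0.0607 with an estimated correlation). Acute phase proteins fell in 13 of 19, with the iron regulator Hamp down by 1.98 ± 0.44 (14 over the list alone, adjusted p = 8.14e-12, adjusted p = 0.00157 with an estimated correlation). Hepatocyte markers fell in 10 of 14, with Apoa2 down by 1.55 ± 0.18 (10 over the list alone, adjusted p = 6.66e-09, adjusted p = 0.00352 with an estimated correlation). Apoa4 fell by 2.83 ± 0.44, Cyp3a9 by 2.64 ± 0.38, RT1-Bb by 2.01 ± 0.57, Akr1c1 by 1.80 ± 0.37 and Ugt2b1 by 1.74 ± 0.30. Macrophage markers were down in 6 of 12 and stellate markers in 4 of 21, against control set 1, higher in both than set 2 (adjusted p = 0.000281 and 0.00207, adjusted p = 0.244 and 0.259 with an estimated correlation). Endothelial markers were down in 5 of 8 (5 over the list alone, adjusted p = 0.00317, adjusted p = 0.172 with an estimated correlation). With all methylcellulose controls pooled, the stellate markers of Wy no longer lay lower (adjusted p = 0.868). The count of 2054 became 1310 without Wy animal 2.

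Across the 15 compounds 148 list tests passed, and 26 of them held with an estimated correlation. The NRF2 list passed upward in 10 compounds (5 lost with an estimated correlation), the CAR and PXR list upward in 8 (4 lost) and the p53 list upward in 4 (2 lost). Amino acid catabolism passed downward in 11 compounds (10 lost), male-predominant genes downward in 8 (8 lost) and acute phase proteins downward in 7 (5 lost). Cholesterol synthesis passed upward in 9 and downward in 1 (10 lost), the cell cycle upward in 7 and downward in 2 (9 lost), fatty acid synthesis upward in 3 and downward in 4 (7 lost) and the interferon list upward in 4 and downward in 5 (7 lost). PPARalpha targets passed upward in 4 and downward in 2 (4 lost), ER stress upward in 1 and downward in 3 (4 lost), heat shock proteins upward in 6 (6 lost), bile acid genes downward in 3 (2 lost), immediate early genes upward in 3 (3 lost) and pericentral genes upward in 1 and downward in 5 (5 lost). Female-predominant genes passed upward in 2 (1 lost), and the AHR list upward and methionine metabolism downward in 1 each (1 lost in each). Of the marker lists, hepatocyte markers passed downward in 4 (2 lost), biliary markers upward in 2 (2 lost), stellate markers upward in 2 and downward in 5 (5 lost) and macrophage markers upward in 4 and downward in 4 (8 lost). Endothelial markers passed downward in 5 (5 lost), erythroid markers downward in 4 (3 lost), lymphocyte markers downward in 1 (1 lost) and housekeeping genes upward in 2 (2 lost). Neutrophil and pancreatic acinar markers passed in 0 compounds by camera. The study's signatures, chosen on these same arrays, passed upward in 6 compounds for C against NC, 3 for NGC against GC and 5 for NGC against NC, with 0 lost, and the last had a median of −0.15 but a mean of 0.50 for PBO. Those for C against NC and NGC against NC included the non-carcinogen CFX, and those for NGC against GC were CIDB, DMN and ETH. The signatures mix genes that rise with genes that fall, so their direction carries no class. They also passed between control sets 1 and 5, where no compound was given, with adjusted p = 0.0118 for C against NC, 0.018 for NGC against GC and 0.00315 for NGC against NC.

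**Figure D1:**
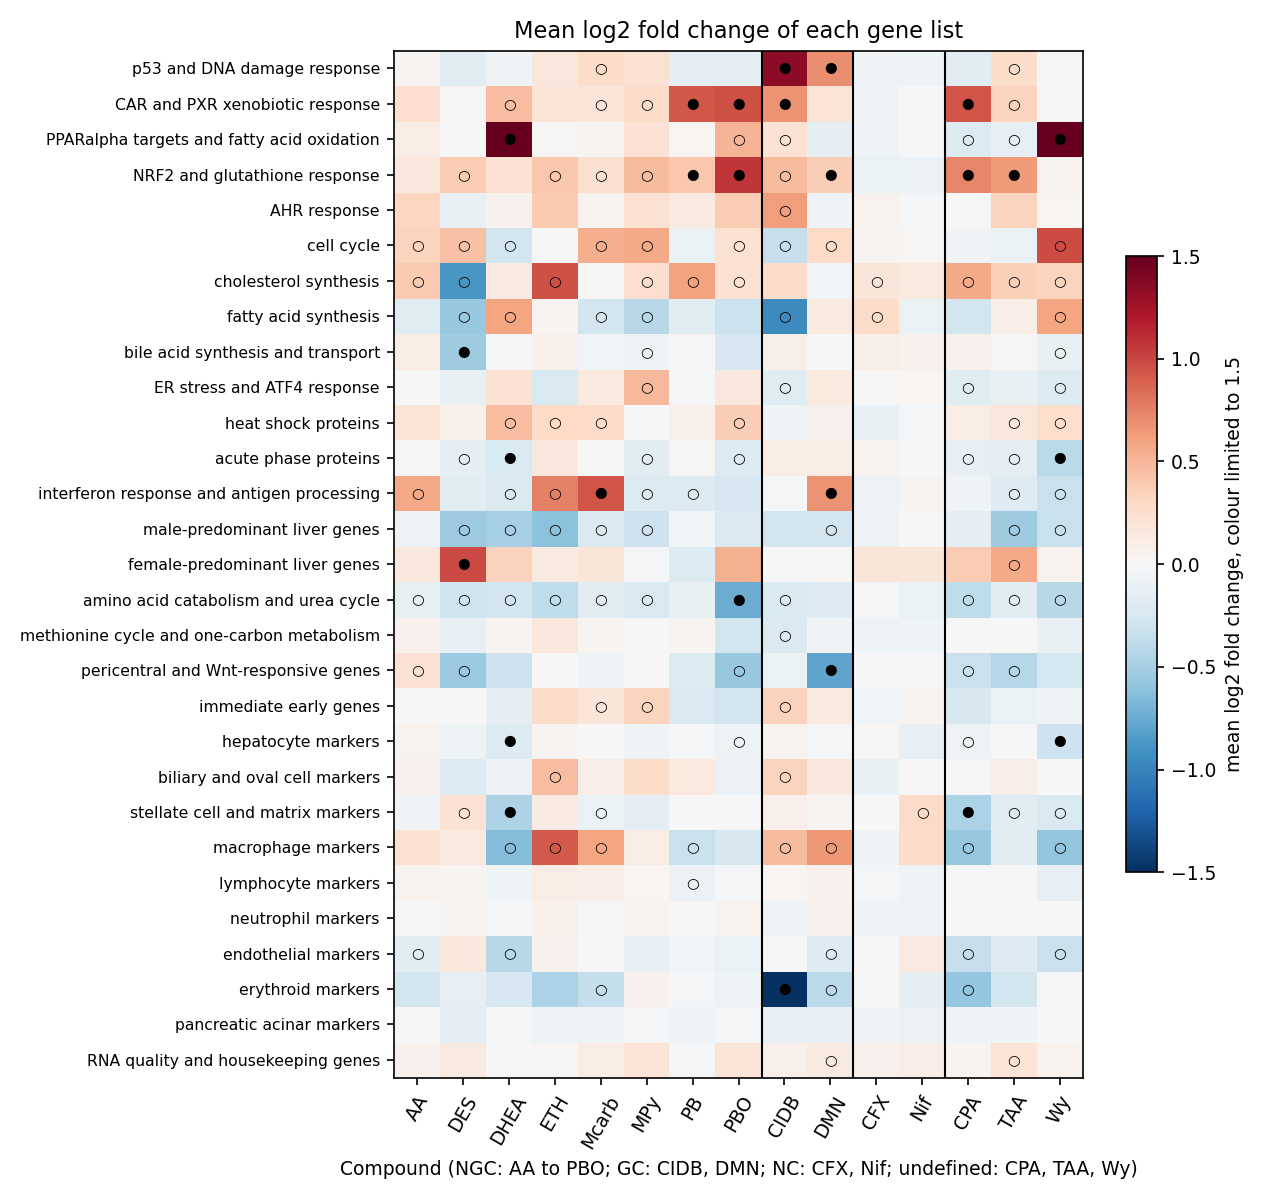
Mean log2 fold change of the members of each gene list (vertical axis) for each compound against its control set (horizontal axis), with the colour limited to 1.5. Filled circles mark lists that hold with an estimated correlation and open circles those that pass at the preset correlation alone, and the PPARalpha list reaches 1.79 for DHEA and 1.80 for Wy.

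TAA carries sulfur in place of the oxygen of AA, and Mcarb a methoxy in place of its methyl group, so these contrasts ask what a small change of structure does. Doses differ for all 3 compounds, and TAA was given for 7 days against 14 for AA. Compared with AA, TAA was lower in Inmt by −3.05 (95% interval −4.13 to −1.97), Oat by −2.87 (−3.61 to −2.14), Oas1a by −2.73 (−3.35 to −2.11) and Usp18 by −2.65 (−3.09 to −2.20). Obp3 differed by −2.01 (−2.96 to −1.05), Irf7 by −1.93 (−2.32 to −1.54), Rsad2 by −1.79 (−2.21 to −1.38) and Ces1d by −1.53 (−1.92 to −1.14). TAA was higher in Fabp5 by 1.98 (1.20 to 2.75), Cyp2c12 by 1.89 (1.04 to 2.75), Gsta3 by 1.80 (0.88 to 2.72), Akr7a3 by 1.72 (1.19 to 2.25), Gstm3 by 1.63 (0.95 to 2.31), Aldh1a1 by 1.5 (0.57 to 2.44), Ugt2b7 by 1.39 (1.10 to 1.68) and Ugt2b1 by 1.36 (0.76 to 1.95). The NRF2 list was higher in 12 of 28 (14 over the list alone, adjusted p = 3.24e-12, adjusted p = 0.00636 with an estimated correlation). The interferon list was lower in 12 of 25 (15 over the list alone, adjusted p = 2.27e-13, adjusted p = 0.0203 with an estimated correlation) and the pericentral list in 4 of 11 (7 over the list alone, adjusted p = 7.84e-06, adjusted p = 0.0144 with an estimated correlation). Macrophage markers were lower in 1 of 12, and housekeeping genes were higher in 2 of 10 and lower in 1 (4 down, and 3 up and 1 down, over the list alone, adjusted p = 0.0128 and 0.0325, adjusted p = 0.561 and 0.139 with an estimated correlation). In all, 1292 probe sets differed between TAA and AA (600 up, 692 down), 525 with the 6 compared arrays fitted alone and from 731 to 1118 with 1 array left out.

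Mcarb exceeded AA in the interferon-induced Slfn4 by 1.25 (95% interval 0.87 to 1.63), Mx1 by 1.00 (0.63 to 1.37) and Cxcl10 by 0.98 (0.63 to 1.33), while Oas1a at 0.40 (−0.22 to 1.02) and Usp18 at 0.16 (−0.28 to 0.61) were not shown to differ. Anp32a was higher by 0.96 (0.41 to 1.5), Akap8l by 0.86 (0.52 to 1.20), Srrm2 by 0.83 (0.41 to 1.26), Znfx1 by 0.82 (0.43 to 1.20) and Slfn5 by 0.73 (0.46 to 1.01). It was lower in Acadsb by −1.47 (−1.89 to −1.05), Ppp1r3b by −1.43 (−1.84 to −1.03), Hnf4a by −0.95 (−1.19 to −0.71), Mug1 by −0.89 (−1.28 to −0.50), A1cf by −0.89 (−1.29 to −0.48), Xiap by −0.85 (−1.13 to −0.57), Sparcl1 by −0.79 (−1.18 to −0.41) and Slco1a1 by −0.70 (−0.94 to −0.46). The interferon list had 6 of 25 higher and 1 lower (9 up and 1 down over the list alone, adjusted p = 1.28e-07, adjusted p = 0.385 with an estimated correlation). Cholesterol synthesis had 3 of 18 lower (4 over the list alone, adjusted p = 8.55e-05, adjusted p = 0.744 with an estimated correlation). Macrophage markers had a median of 0.45 with 0 of 12 called by limma (1 over the list alone, adjusted p = 0.034 by camera, adjusted p = 0.744 with an estimated correlation). In all, 821 probe sets differed (374 up, 447 down), but 18 did with the 6 compared arrays fitted alone and 454 among the brighter probe sets. With 1 array left out the count ran from 349 to 1462.

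Several detoxication genes changed in most carcinogen groups. Aldh1a1 was called up in 12 compounds (7 of 8 NGC, 2 of 2 GC, 0 of 2 NC and 3 of 3 undefined), Ephx1 in 12 (8 NGC, 2 GC, 0 NC and 2 undefined), Ces2c in 11 and Akr7a3 in 9. The transporters Abcc3 and Abcb1a were up in 7 and 6 compounds. Mgat4b was down in 9, Apoa4 in 7 and Mtmr7 in 10. Cdkn1a was up in 4 compounds (2 NGC and 2 GC) by its brighter probe set and in 2, both GC, by another, and Phlda3, another p53 target, was up in 2, both GC, and down in 5. Myc was up in 3, Jun in 2 and Hsp90ab1 in 4 with 1 down, or in 8 (6 of 8 NGC) with 1 down by another probe set, while Dusp1 was down in 4, Sgk1 in 3 and Glul in 3 with 1 up. Apart from Mtmr7, these are the 16 measured genes that the paper discusses, chosen by the study on these animals.

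The contrast of the 2 genotoxic with the 8 non-genotoxic carcinogens asks which genes tell the modes of action apart. Of 15866 probe sets 13 were called, 0 higher and 13 lower in NGC by limma, with 1959 at an unadjusted p under 0.05. Cdkn1a changed by 0.39 ± 0.44 (SD over 8 compounds) in NGC and by 3.14 ± 1.15 (SD over 2 compounds) in GC, a difference of −2.75 ± 0.38 (SE, adjusted p = 0.0331), and its second probe set differed by −3.33 ± 0.43. Ccng1 differed by −2.46 ± 0.31, Mgmt by −1.77 ± 0.25 and the matrix proteoglycan Dcn by −1.31 ± 0.15. Mgmt and Dcn were called up in 2 of 15 compounds, both of them GC. Other genes lower in NGC were 4930522L14Rikl at −2.05 ± 0.31, Lama5 at −1.67 ± 0.23 and Skap2 at −1.43 ± 0.19. Abcc9 stood lower at −1.30 ± 0.17, Map3k20 at −0.91 ± 0.13 and Cdkn1c at −0.87 ± 0.13. The p53 list was lower in NGC with 3 of 13 called and 8 over the list alone (adjusted p = 3.73e-10, 0.0462 with an estimated correlation). With 0 called by limma, the 12 macrophage markers (median −0.51) and acute phase proteins were lower (adjusted p = 0.0449 and 0.000677, 0.719 and 0.496 with an estimated correlation). The 4 erythroid markers (median 0.83, 0 called by limma, 3 over the list alone) and cell cycle genes (0 called by limma) were higher (adjusted p = 0.00361 each, 0.305 and 0.754 with an estimated correlation). Their means were −2.107 and −0.342 in CIDB, −0.413 and 0.299 in DMN and −0.192 and 0.219 in NGC, so these differences lay mainly in CIDB. Among the paper's genes Phlda3 differed by −1.85 and Hsp90ab1 by 0.43, and both, like Cdkn1a, had an exact p = 0.0222 and an adjusted exact p = 0.118. The count of 13 became 94 without DMN, 5 without CIDB, 2 without AA, 1 without DHEA and 0 without DES, Mcarb, MPy or PBO, and 0 with trend and robust set in limma. The difference in Cdkn1a ran from −2.64 to −2.82 with 1 NGC left out (adjusted p from 0.0432 to 0.0783), and was −1.94 without CIDB (adjusted p = 0.37) and −3.56 without DMN. Both GC shared control set 3 and corn oil. With controls pooled by vehicle 15 were called (1 up, 14 down), and Cdkn1a differed by −2.79 ± 0.39, Ccng1 by −2.47 ± 0.31, Mgmt by −1.72 ± 0.27 and Dcn by −0.99 ± 0.15, all called. On treated levels without subtraction 4 were called, which were Ccng1 at −2.30 ± 0.31, the second Cdkn1a probe set at −3.23 ± 0.43, Lama5 and Cdkn1c (adjusted p = 0.0427 each). The first Cdkn1a probe set at −2.53 ± 0.39, Mgmt at −1.55 ± 0.27 and Dcn at −1.07 ± 0.15 lost their call there (adjusted p = 0.0711, 0.102 and 0.0602), and the reason was not tested. In CPA, in corn oil as well, Cdkn1a was −0.24, Ccng1 −0.04 and Mgmt 0.01. The class differences thus lay mostly in the treated levels, unlike those in Abcc9 and Clk1. Abcc9 became −0.98 ± 0.23 with pooled controls (adjusted p = 0.24) and −0.37 ± 0.23 on treated levels (adjusted p = 1), with CPA at −1.03. Clk1, added after its values were seen, went from −0.48 ± 0.07 to −0.12 ± 0.11 and 0.08 ± 0.11.

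**Figure D2:**
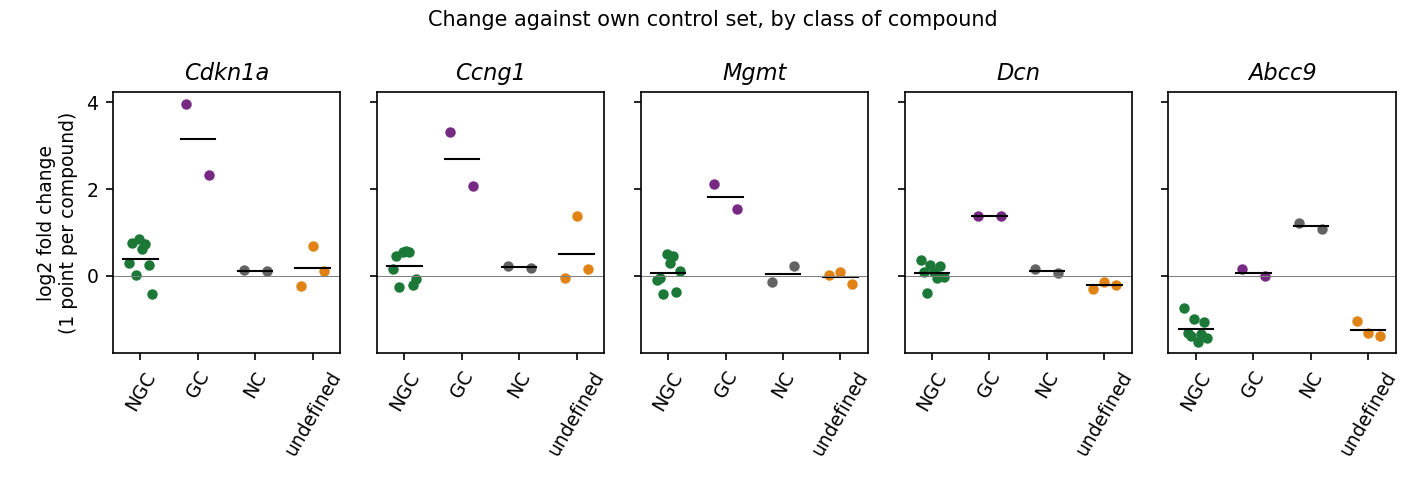
Log2 fold change against the own control set (vertical axis) of Cdkn1a, Ccng1, Mgmt, Dcn and Abcc9, 1 point per compound and a line at the mean of each class (horizontal axis). Cdkn1a averages 3.14 in the 2 GC and 0.39 in the 8 NGC.

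The contrasts with non-carcinogens ask for genes common to carcinogens. Abcc9 averaged −0.96 ± 0.60 (SD over 10 compounds) in C and 1.15 ± 0.11 (SD over 2 compounds) in NC, a difference of −2.11 ± 0.17 (SE, adjusted p = 0.00101), and it was called down in 9 compounds (6 NGC and 3 undefined) and up in 1. The splicing kinase Clk1 differed by −0.59 ± 0.07 (adjusted p = 0.0400), and these 2 probe sets were the calls for C against NC, against 1600 at an unadjusted p under 0.05. For NGC against NC there were 3 calls, Abcc9 at −2.37 ± 0.17 (adjusted p = 0.000365), Clk1 at −0.69 ± 0.07 (adjusted p = 0.0109) and a probe set without a symbol at −0.46 (adjusted p = 0.0485), against 1828 at an unadjusted p under 0.05. Abcc9 is in signatures the study chose on these animals. Among genes that did not pass, Samd11 differed by −0.52 ± 0.09 (adjusted p = 0.225), Mtmr7 by −1.48 ± 0.26 and Egf by −1.10 for C against NC, and Serinc2 by 0.35 (adjusted p = 0.169) for NGC against NC. Aldh1a1 differed by 2.82 ± 0.82, Ephx1 by 1.27 ± 0.30 and Akr7a3 by 1.66 ± 0.50 between C and NC, each at an exact p = 0.0152 and an adjusted p = 0.0811. The NRF2 list was higher in C than in NC with 0 members called by limma and 4 over the list alone (adjusted p = 3.07e-05, adjusted p = 0.642 with an estimated correlation). In the stellate and matrix list the median was −0.16 for C against NC and −0.14 for NGC against NC, with 0 of 21 called by limma (adjusted p = 0.0258 and 0.0143, adjusted p = 0.66 and 0.645 with an estimated correlation). Over the 3 class contrasts 20 list tests passed and 1 held with an estimated correlation. With controls pooled by vehicle, or treated levels without subtraction, 0 probe sets were called for C against NC and 0 for NGC against NC by limma. The count for C against NC became 7 without CFX and 1 without AA, DES, DHEA, ETH, MPy, Nif, PB or PBO, that for NGC against NC 15 without CFX and 1 without Nif, and the 20 list tests 8 without CFX.

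**Figure D3:**
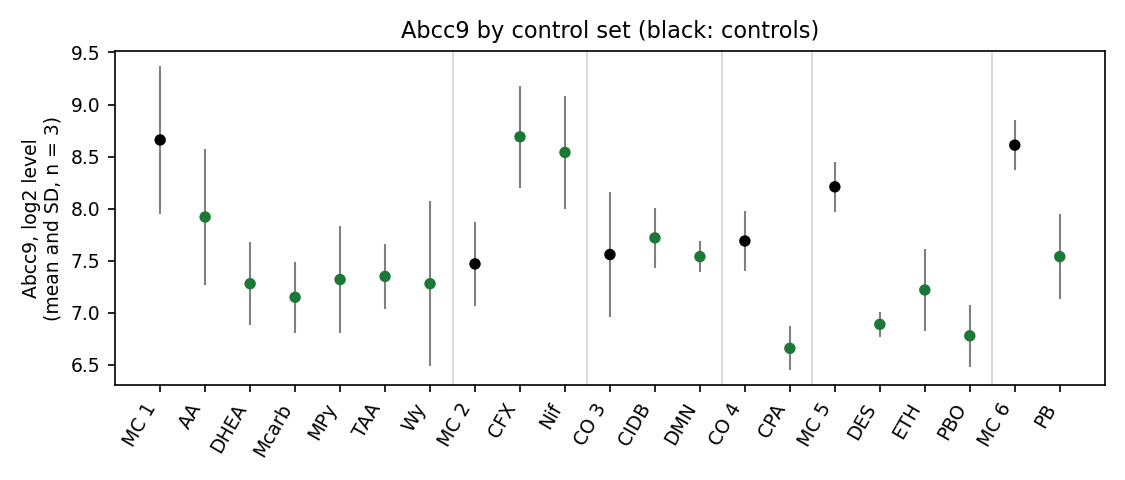
Log2 level of Abcc9 (vertical axis, mean and SD of 3 animals) in each control set (black) and in the compounds compared with it (green), grouped by control set along the horizontal axis. Control means run from 7.47 to 8.66.

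Whether a classifier separates compounds it has not seen was asked by leaving out 1 compound of each class in turn. The AUC was 1.0 over 20 pairs for C against NC (exact one-sided p = 0.0606, 4 of 66 assignments of the compounds as high), 1.0 over 16 pairs for NGC against GC (exact p = 0.0667, 3 of 45) and 1.0 over 16 pairs for NGC against NC (exact p = 0.0444, 2 of 45). Both NC were measured against control set 2 and both GC against set 3, so the compound left out shared its controls with the one kept for training, which the assignments ignore. With single animals left out, the AUC was also 1.0 for each contrast, but 41 of 66, 28 of 45 and 24 of 45 assignments reached it, since animals of a compound then stand on both sides. Treated levels without subtraction of controls gave 0.9 for C against NC, 0.938 for NGC against GC and 0.812 for NGC against NC (exact one-sided p = 0.136, 0.111 and 0.244). Without MPy the AUC for C against NC was 0.944.

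The classifier of NGC against GC was then applied to the undefined compounds, with values above 0 on the NGC side. CPA averaged 1.083 ± 0.234 (SD, n = 3), TAA 0.919 ± 0.156 and Wy 1.449 ± 0.320, each with all 3 animals above 0. The NC also lay above 0, CFX at 1.010 ± 0.052 and Nif at 1.372 ± 0.105, so a value above 0 did not tell C from NC. Across probe sets, which are not independent, CPA had r = 0.417 with the mean NGC profile, 0.12 with GC and −0.13 with NC. For TAA these were 0.441, 0.301 and −0.023, and for Wy 0.35, 0.114 and 0.016, with means over compounds of other control sets (8, 2 and 2 for CPA, 4, 2 and 2 for TAA and Wy). For those single compounds r with NGC and GC overlapped, in TAA 0.09 to 0.393 and 0.223 to 0.283.

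**Figure D4:**
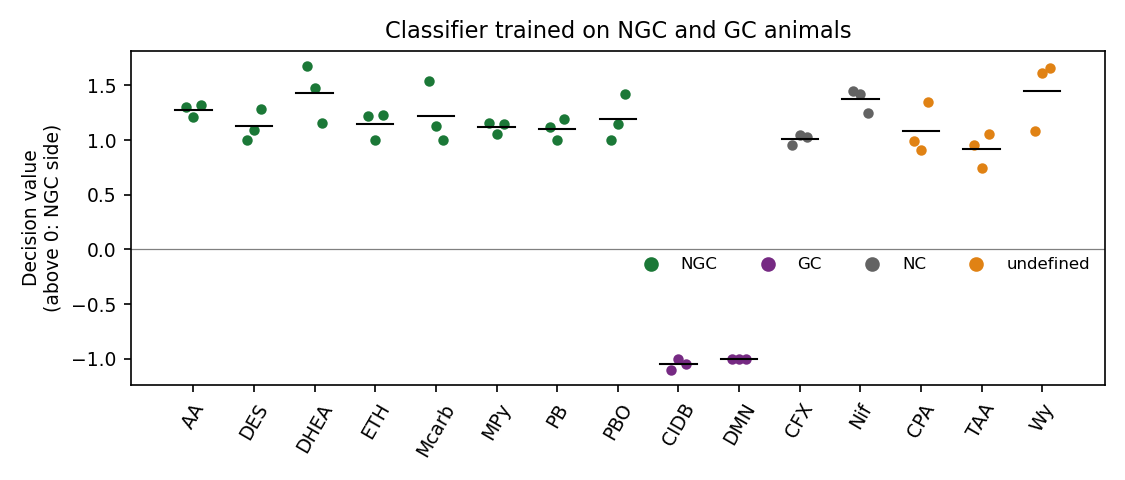
Decision value of the classifier of NGC against GC (vertical axis) for each of 3 animals per compound (horizontal axis), with a line at the mean, where NGC and GC animals were those it was trained on. CPA, TAA and Wy lie above 0, and so do the non-carcinogens CFX and Nif.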

Values the study reported

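The study reported average areas under the curve above 0.95 for signatures that combined its measurement platforms, in each class contrast. These rest on microRNA and protein data as well as on mRNA, and on a cross-validation of its own, so they are not the same measure as the areas given for mRNA alone in the text above.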

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

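The tests of Abcc9 and the test of a weaker response of DMN animal 3 in all genes alike were chosen only after the result was seen. The mean of each list over the 8 NGC compounds was examined for a compound far from the rest, by the gap to the nearest compound as a share of the whole range against Dixon's critical value at the 95% level. Of 64 values tested 3 stood apart, all of them list means. Chance flags about 1 in 20 such groups, so this number of flags can arise by chance.

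The PPARalpha list averaged 1.79 for DHEA, with the nearest compound at 0.51 and a gap of 0.713 of the range. DHEA is known as a peroxisome proliferator in rats, and the class NGC thus held a compound with its own program. PBO stood apart upward in the NRF2 list at 1.07, with the nearest at 0.47 (share 0.66), and downward in amino acid catabolism at −0.74, with the nearest at −0.38 (share 0.574). No explanation of these was tested.

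Abcc9 was lower in carcinogens than in non-carcinogens after subtraction of controls. Its control means ran from 7.47 to 8.66, a span as wide as many of the fold changes. Without subtraction the treated NGC stood −1.35 ± 0.23 below the NC, at 7.26 against 8.62, but with an adjusted p of 0.309. A difference between control sets and the dosing series of the NC, which rest on 1 control set, cannot be told apart from the class, because both NC share that set. A difference in the biology of the classes stays open as well.

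Nif changed 1342 probe sets with a median size of 0.40, and CFX with the same controls changed 1. With a gradient that also runs within groups as a covariate 957 were called (299 up and 658 down, from 600 and 742), which argues against the gradient as the whole cause. Part of the rises may go with it, as Nif changes had r = −0.399 with its axis over probe sets. With array medians subtracted 756 were up and 607 down, so the balance is not firm. Of the calls, 80% were found in the same direction against the other methylcellulose controls, which argues against an unusual control set 2. A single deviating array stays open, since the count fell to 631 without Nif animal 2. So does an effect of the drug at 3 mg/kg/day.

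The Cdkn1a level of DMN animal 3 was 10.55 against 11.52 and 11.59 in the others and 8.89 in controls, and a smaller rise of p53 targets in animal 3 was the pattern weighed. Over 338 probe sets called without that animal, the median ratio of its change to that of the others was 0.876 (quartiles 0.661 and 1.096) and 99.4% had the same sign, which argues against a control array under this label. Such a ratio can lie under 1 by the choice of probe sets alone, and it was 0.905 and 0.879 with animals 1 and 2 left out instead. Outside the p53 list the ratio of animal 3 differed from the lower of the others by 0 ± 0.031 (SE over probe sets, which are not independent), which argues against a weaker response in all genes alike. Cdkn1a had a ratio of 0.621 in animal 3 and the other p53 members 0.826 to 0.971, against 0.819 to 0.969 in animal 2, so the smaller rise was that of Cdkn1a, and what set it apart stays open.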

How the results depend on the processing

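The alternatives were chosen before the data were examined except 7. The 7 later ones are the array gradient and the other methylcellulose controls for Nif, and leaving out arrays or compounds for the control sets, the list tests, the class list tests, the classifier and the undefined compounds. All alternatives chosen beforehand were run. For every changed result below the cause was not tested unless a value says so.

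Keeping the brighter part of the probe sets, which limits the tests to signals well over background, gave 0 calls for CFX, 454 for Mcarb against AA, 68 for control sets 1 against 2, 190 for 1 against 5, 23 for the corn oil sets and 1 for C against NC. Quantile normalization gave 149 for the corn oil sets. Fits on the 6 compared arrays alone gave 324 for AA, 0 for CFX, 1489 for DES, 2282 for ETH, 25 for Mcarb, 51 for PB, 1318 for PBO, 525 for TAA against AA and 18 for Mcarb against AA. Controls pooled by vehicle gave 82 for CFX, 890 for DMN, 1439 for Mcarb, 1966 for MPy, 2999 for Nif, 919 for PB, 2305 for TAA, 3859 for Wy, 0 for C against NC and 0 for NGC against NC. Array weights, from 0.306 to 4.852, gave 1482 for AA, 12 for CFX, 4506 for CIDB, 2083 for CPA, 3510 for DMN, 274 for Mcarb, 1899 for MPy, 2867 for Nif, 139 for PB, 2028 for TAA and 3219 for Wy. A change beyond 2.5-fold as well left 7 for AA, 0 for CFX, 103 for CIDB, 51 for CPA, 106 for DES, 128 for DHEA, 44 for DMN, 156 for ETH, 13 for Mcarb, 39 for MPy, 18 for Nif, 12 for PB, 72 for PBO, 22 for TAA and 131 for Wy. The other methylcellulose controls gave 3064 for Nif.

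With 1 array left out, the lowest and highest counts were 316 and 588 for AA, 0 and 1 for CFX, 1556 and 2231 for CIDB, 599 and 1287 for CPA, 1853 and 2180 for DES, 1868 and 2430 for DHEA, 273 and 780 for DMN, 2977 and 3680 for ETH, 42 and 339 for Mcarb, 652 and 742 for MPy, 631 and 1144 for Nif, 88 and 540 for PB, 1576 and 2121 for PBO, 585 and 960 for TAA and 1310 and 2017 for Wy. They were 731 and 1118 for TAA against AA and 349 and 1462 for Mcarb against AA. For the control sets they were 13 and 82 for 1 against 2, 53 and 833 for 1 against 5, 362 and 1080 for 1 against 6, 145 and 391 for 2 against 5, 72 and 537 for 2 against 6, 887 and 1585 for 5 against 6 and 11 and 129 for corn oil. The 148 list tests ranged from 141 to 153 and fell to 26 with an estimated correlation.

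For the class contrasts C against NC, NGC against GC and NGC against NC in that order, animals as samples with the compound as a random block gave 100, 193 and 140 calls at a correlation of 0.488 between animals of a compound, and 96, 183 and 139 with replicate number as a block as well. Ignoring the compound gave 1965, 2410 and 2339, which treats 3 animals of a compound as 3 compounds. Treated levels without subtraction gave 0, 4 and 0, counting CPA, TAA and Wy as NGC gave 1, 66 and 1, and limma with trend and robust set gave 0, 0 and 1. With 1 compound left out the counts ran from 1 to 7, 0 to 94 and 1 to 15, and the 20 class list tests from 8 to 26, with 1 left under an estimated correlation. Without any 1 of the 10 carcinogens the AUC for C against NC ran from 0.944 to 1, and without any 1 of the 8 NGC the others stayed at 1, the highest value there is. Classes of 2 compounds could not lose 1 in this scheme. For NGC against NC the AUC was 0.875 with 5 probe sets, 0.938 with 10, 1.0 with all (exact p = 0.0667), 0.812 on treated levels and 1.0 with single animals left out (exact p = 0.533). Decision values of CPA, TAA and Wy were 2.169, 1.276 and 2.528 with 5 probe sets and 1.379, 0.632 and 1.062 on treated levels. With 1 array left out they ran from 0.95 to 1.17, 0.853 to 1.005 and 1.346 to 1.634.

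Directions changed as follows. With controls pooled by vehicle, Vim stood at 0.04 and Col3a1 at 0.14 in Wy, and stellate markers turned upward in Mcarb (adjusted p = 0.0335), TAA (0.366) and Wy (0.868), which fits the higher level of control set 1. None of the other reversed genes was called. On treated levels and with pooled controls, Syt3 turned to −0.06 and −0.07 in C against NC and to −0.06 in NGC against NC, Glul to −0.14 and −0.19 in C against NC and −0.13 in NGC against NC, Phlda3 to 0.09 and Cdkn1a to −0.01 in NGC against NC, and Aldh1a1 to −1.14 and −0.26 and, on treated levels, Akr7a3 to 0.04 in NGC against GC. Glul was −0.05 in C against NC with CPA, TAA and Wy as NGC and −0.02 with array medians subtracted, where Aldh1a1 was −0.01 in NGC against GC. With 1 compound left out, Glul ran from −0.14 to 0.14 in C against NC, −0.07 to 0.84 in NGC against GC and −0.1 to 0.21 in NGC against NC. In NGC against GC Jun ran from −0.77 to 0.09, Aldh1a1 from −0.63 to 0.64, Akr7a3 from −0.4 to 0.04, Apoa4 from −1.77 to 0.69 and Abcb1a from −0.14 to 0.4, and in NGC against NC Phlda3 from −0.21 to 0.01. With 1 array left out the correlation with the NC profile ran from −0.074 to 0.043 for TAA and −0.015 to 0.043 for Wy.

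Of 603 gene results of single compounds and analogs, 207 lost their call under at least 1 alternative (665 of 7691 values), and of 148 list results 122 did (245 of 1332 values). Of 77 gene results of the class contrasts, 36 gained a call (70 of 1498 values) and 14 lost it (115 values).

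Replicate number as a block gave 1231 calls for CPA, 285 for PB, 1274 for TAA against AA and 853 for Mcarb against AA. Residuals of animals with the same number had r from −0.153 to 0.165 for CPA, −0.153 to −0.048 for PB, −0.119 to 0.05 for TAA against AA and −0.286 to 0.223 for Mcarb against AA, so the numbers do not pair the animals.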

Other observations

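Readings of single genes and lists across compounds in this part were chosen after their values were seen, and no test of an explanation belongs to them. The other splits of the samples had been planned.

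Of the receptor agonists, DHEA and Wy each raised 34 of 37 PPARalpha targets, and Acot1 rose by 7.16 ± 0.24 and 7.41 ± 0.24. Cell cycle genes had a median of 0.84 for Wy after 3 days and −0.24 for DHEA after 14 days. Ccnb2 stood at 2.43 ± 0.38 in Wy, and Cdk1 stood at −0.82 ± 0.34 in DHEA. The difference between the compounds was not tested, and days and compound change together.

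The interferon list was up in AA, ETH and Mcarb among the NGC and down in DHEA, MPy and PB, and it rose in DMN among the GC with Gbp2 up by 2.47 ± 0.17 (n = 3 against 3). With an estimated correlation only Mcarb and DMN held (adjusted p = 7.75e-06 and 0.00227), while AA, ETH, DHEA, MPy and PB had an adjusted p of 0.257, 0.265, 0.576, 0.397 and 0.579. Between NGC and GC the list had a median of −0.15 with 0 of 25 called by limma (adjusted p = 0.0632 by camera, and adjusted p = 0.755 with an estimated correlation). The study named interferon signalling as a mark of NGC from another measure, an enrichment per sample over its platforms without regard to direction.

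Acadsb fell by 2.00 ± 0.21 and Hnf4a by 1.23 ± 0.12 in Nif, and in AA, with other controls, Acadsb rose by 1.17 ± 0.21 and Hnf4a by 0.85 ± 0.12. In Mcarb Acadsb stood at −0.30 ± 0.21.

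For each comparison of 3 with 3 animals, the 10 splits of the 6 arrays are too few for a share under 0.05, and the real split alone gave its count (1 of 10). The highest other split gave 4 calls against 739 for AA, 0 against 1 for CFX, 2 against 2203 for CIDB, 24 against 1245 for CPA, 4 against 2457 for DES, 3 against 2804 for DHEA, 1 against 513 for DMN and 138 against 3728 for ETH. It gave 3 against 169 for Mcarb, 0 against 1002 for MPy, 3 against 1342 for Nif, 5 against 214 for PB, 14 against 2299 for PBO, 3 against 1015 for TAA and 48 against 2054 for Wy. For the analogs it gave 3 against 1292 for TAA and 126 against 821 for Mcarb. Between control sets it gave 0 against 145 for 1 and 2, 1 against 339 for 1 and 5, 2 against 1232 for 1 and 6, 1 against 431 for 2 and 5, 11 against 309 for 2 and 6, 196 against 1621 for 5 and 6 and 3 against 74 for the corn oil sets.

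For the class contrasts, chance could not be excluded. As many calls as the real 2 came from 10 of 66 assignments of the compounds for C against NC, with a highest other of 59. For NGC against GC 3 of 45 assignments reached the real 13, with a highest other of 41, and for NGC against NC 5 of 45 reached the real 3, with a highest other of 50. The highest other was in each case DHEA and PBO set against the rest, several times the real count, which points to a structure of the samples that was not tested further. The genes named for the class contrasts, Cdkn1a and Abcc9 among them, therefore remain candidates within these 12 compounds.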
